# Using Cryo-ET to distinguish platelets during pre-acute myeloid leukemia from steady state hematopoiesis

**DOI:** 10.1038/s42003-022-03009-4

**Published:** 2022-01-20

**Authors:** Yuewei Wang, Tong Huo, Yu-Jung Tseng, Lan Dang, Zhili Yu, Wenjuan Yu, Zachary Foulks, Rebecca L. Murdaugh, Steven J. Ludtke, Daisuke Nakada, Zhao Wang

**Keywords:** Cryoelectron tomography, Cancer screening

## Abstract

Early diagnosis of acute myeloid leukemia (AML) in the pre-leukemic stage remains a clinical challenge, as pre-leukemic patients show no symptoms, lacking any known morphological or numerical abnormalities in blood cells. Here, we demonstrate that platelets with structurally abnormal mitochondria emerge at the pre-leukemic phase of AML, preceding detectable changes in blood cell counts or detection of leukemic blasts in blood. We visualized frozen-hydrated platelets from mice at different time points during AML development in situ using electron cryo-tomography (cryo-ET) and identified intracellular organelles through an unbiased semi-automatic process followed by quantitative measurement. A large proportion of platelets exhibited changes in the overall shape and depletion of organelles in AML. Notably, 23% of platelets in pre-leukemic cells exhibit abnormal, round mitochondria with unfolded cristae, accompanied by a significant drop in ATP levels and altered expression of metabolism-related gene signatures. Our study demonstrates that detectable structural changes in pre-leukemic platelets may serve as a biomarker for the early diagnosis of AML.

## Abstract (web summary)

Wang et al characterise platelets in a mouse model of acute myeloid leukemia (AML) using Cryo-electron tomography (Cryo-ET) and find that 23% of platelets in pre-leukemic cells exhibit abnormal, round mitochondria with unfolded cristae. They also detect reduced ATP levels and altered expression of metabolism-related genes, altogether suggesting that platelet alterations may serve as a biomarker for AML.

## Introduction

Acute myeloid leukemia (AML) is a heterogeneous malignancy characterized by defective hematopoietic differentiation, leading to the accumulation of immature leukemic blasts and suppression of normal hematopoiesis^1^. AML is the most common type of leukemia diagnosed in adults and accounts for the highest percentage of leukemic deaths^2^. AML develops quickly with only a 2-month median overall survival (OS) for untreated patients^3^, emphasizing the need for early diagnosis. For younger patients, the OS and complete remission (CR) rate decrease dramatically when the time from diagnosis to treatment (TDT) is more than 5 days^4^. To improve the prognosis of AML patients, early diagnosis and immediate initiation of therapy are critical to reduce morbidity and mortality. Generally, the diagnosis of AML and specific subtypes are based on blood tests, bone marrow tests, and chromosome testing^5^. Diagnosis of the early stage of AML (defined as pre-AML) can be challenging because early in development AML is often asymptomatic, with no changes in blood tests, and no immature platelets detected in the bloodstream. By studying the early stages of AML, it may be possible to develop new diagnostics capable of early detection.

In AML, genetic lesions in hematopoietic stem/progenitor cells (HSPCs) produce developmental defects in cell lineages arising from them, including megakaryocytes that produce platelets^6,7^. Previous studies have shown that hemostasis disorders and bleeding tendency in AML patients could be due to not only reduced platelet counts, but also functional platelet defects^8–11^. Some AML patients exhibited decreased platelet size and expression of the activated membrane receptor (GPIIb/IIIa and GPIb), which led to reduced in vivo platelet activation^12,13^. Conventional transmission electron microscopy (TEM) was applied in structural studies of platelets from AML patients, which discovered decreased numbers of α-granules and an absence of dense granules^13^.

However, the current understanding of platelet ultrastructure is derived mainly from TEM studies with conventional chemical fixation known to cause structural artifacts in platelet organelles and macromolecules^14–16^. Unlike conventional EM, vitrification can arrest cellular dynamics in intact platelets within milliseconds, thereby providing a physiological “snapshot” of whole platelets without artifacts produced by chemical fixation^17–19^. Facilitated by the development of electron cryo-tomography (cryo-ET), ultrastructural alteration of platelets has been found to be associated with diseases such as ovarian cancer^17^. In this study, we performed an ultrastructural analysis of platelets in an AML mouse model^20,21^ at different time points after inducing AML. We characterized morphological changes and quantitively measured subcellular organelles within platelets providing observations of early-stage AML.

## Results

Since translocation between the mixed lineage leukemia (MLL) and AF9 genes (producing MLL-AF9) is often found in AML, we used a murine AML model driven by MLL-AF9 oncogene in our study, which is widely used to recapitulate AML in human^22,23^. Five populations of platelets were visualized in this study, drawn from un-irradiated wild-type (WT) mice, irradiated mice transplanted with MLL-AF9-transformed HSPCs at two time points (1-week: pre-AML and 3-week: AML), and irradiated mice with normal bone BMT at the same two time points(1-week control and 3-week control) (Fig. 1). The un-irradiated WT platelets served as a baseline for detecting induced changes, and the irradiated mice with normal BMT served as an additional control against radiation-induced as opposed to AML-induced changes. Historically, full annotation and analysis of a single platelet using this technique required a full week of human effort, dramatically limiting the N (number of platelets) in such studies. Using newly developed automation techniques, we substantially reduced the time for analysis of each platelet and have a significant N for each population. Despite improvements, N in such studies is still rate and financially limited.

**Fig. 1:**
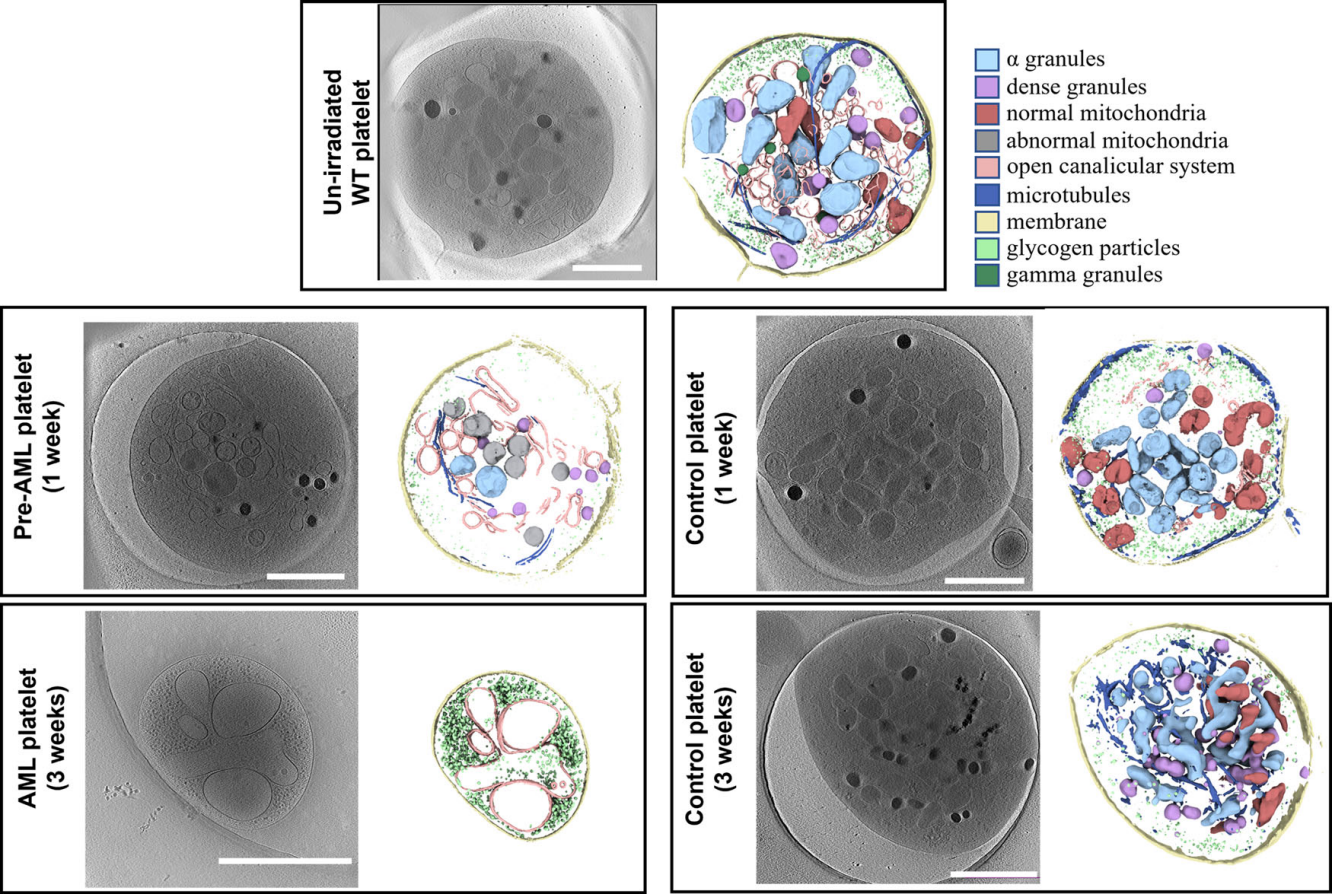
Cryo-ET of platelets from mice in different states. Platelets from un-irradiated WT mice and BMT control mice had typical features including α granules, dense granules, gamma granules, mitochondria, intact membrane, microtubules, glycogen particles, and an open canalicular system (OCS). The platelets from AML mice (3 weeks) showed small round or oval shape without pseudopods. There were only glycogen particles and OCS inside. Platelets from pre-AML mice (1 week) can contain a mixture of normal and abnormal mitochondria. The example shown has only abnormal mitochondria. Color scheme used in segmentation is indicated in the panel. (Scale bar 1 µm).

### Visualization and quantification of platelets from un-irradiated WT mice

PRP was obtained from the blood of WT (*n* = 3) mice (designated as un-irradiated WT platelets hereafter), and a total of 94 platelet tilt series were collected and automatically reconstructed using EMAN2^24^. Reconstructed tomograms showed all un-irradiated WT platelets were in a quiescent state appearing as a discoid with a small number of pseudopods (Fig. 1, Supplementary Fig. 1 and Supplementary Movie 1)^25^.

The platelet plasma membrane was relatively smooth, and the surface-connected open canalicular system (OCS) was found randomly dispersed on the otherwise featureless platelet exterior. Platelets and organelle membranes were clearly resolvable, indicating that we achieved spatial discrimination at nm resolution. Microfilaments in the cytoplasm could be identified in thinner regions of the tomograms, such as those near the plasma membrane. A coiled circumferential marginal band of microtubules is clearly observed. The cytoplasm of platelets was rich in glycogen and granules were randomly distributed in the cytoplasm. α granules with a single membrane had high morphological variability and the peripheral zone had less contrast than the central zone. The most distinguishing feature of dense granules was the electron-opaque spherical body within the organelle, separated from the enclosing membrane by an empty space producing a “bull’s-eye” appearance^26^. Gamma granules with irregular dark densities were less common than α and dense granules. Mitochondria contained a double membrane feature, which was readily visible in all tomograms. The folded inner membrane cristae of mitochondria are readily identified.

In addition, 75.5% (71/94) of platelets had a tubule-like structure (TS) (Supplementary Fig. 1). TS has been observed in most platelets of Wistar Furth rats^27^, giant platelets^28^, and Medich’s giant cell disease^29^ using TEM. This structure was previously named as membranous inclusions^27^ or scroll-like structure^29,30^ because the membranes are flat sheets wrapped around each other once or several times forming a scroll. We named this feature TS because we found the membranes were repeatedly folding to form a tubule-like structure. This subcellular feature is clearly resolved in the tomograms, with a wide range of diameter and direction in cells. In contrast to previous studies, we found TS contained various types of organelles including α granules, dense granules, gamma granules, mitochondria, or glycogen. The function of TS is not yet clear: it may be the membrane storage to meet the maximum abduction of platelet activation, accumulation of glycogen particles to store energy or a channel for quick movement of organelles in platelets.

All sub-cellular features were processed in the same way and displayed to show a panorama of a whole platelet cell (Fig. 1). The accuracy of the segmentation was validated by visual inspection of each cell (Supplementary Fig. 1). To quantitatively compare and analyze features in platelets, we measured areas of whole platelets, mitochondria, α granules, and dense granules with a manual measurement tool in EMAN2 (see methods).

### AML accompanies multiple morphological changes in platelets

To determine how AML affects the morphology of platelets, we transplanted either MLL-AF9-transformed HSPCs or normal bone marrow cells into irradiated recipient mice to induce AML or to reconstitute normal hematopoiesis, respectively^21,31^. AML mice exhibited increased numbers of white blood cells (WBC), decreased red blood cells (RBC) and platelets 3 weeks after transplantation. In contrast, mice with normal bone marrow cells exhibited normal numbers of blood cells (Table 1).

**Table 1:** CBC tests for mice at different time points.

	Leukemic group (3 mice)			Control group (3 mice)			Normal range
	Before BMT	1 week after BMT	3 weeks after BMT	Before BMT	1 week after BMT	3 weeks after BMT	
WBC (10^3^/mm^3^)	5.8/6.0/8.4	0.9/0.3/0.4	58.9/72.5/80.4	11.9/14.8/11.1	1.1/1.9/1.6	4.4/3.6/3.7	3.0–15.0
RBC (10^6^/mm^3^)	6.96/10.79/10.01	6.16/9.20/6.03	1.39/2.08/3.05	6.10/8.36/9.18	2.63/11.47/8.33	6.23/5.84/6.06	5.0–12.0
PLT (10^3^/mm^3^)	562/316/427	114/150/300	112/73/107	531/481/675	251/191/142	242/242/405	140–600

*CBC* complete blood count, *BMT* bone marrow transplantation; Leukemic group, transplanted with leukemia progenitor and stem cells; Control group, transplanted with normal bone marrow cells, *WBC* white blood cell, *RBC* red blood cell, *PLT* platelet.

We collected data for 120 platelets from the recipient mice at 3 weeks post-transplantation and processed the data using the pipeline developed as described above. We found that 91.7% (110/120) of AML platelets contain only glycogen and OCS with roughly 21% of the normal cell size (15.6 ± 1.00 *vs*. 75.6 ± 1.84 10^5^ nm^2^, *P* < 0.001) and empty vacuole vesicles or absent vesicles, called ‘ghost platelets’ (Fig. 2, Supplementary Fig. 2 and Supplementary Movie 2). The remaining 8.3% (10/120) of platelets exhibited similar shape and size as normal platelets, and intracellular features could be identified clearly including α granules, dense granules, gamma granules, mitochondria, the plasma membrane, circumferentially coiled microtubule, glycogen particles, and open OCS (same feature as shown in Fig. 1). Activated platelets are easily detected by the presence of pseudopods and microtubular changes. While our conditions were designed to avoid activation, occasional activated platelets were observed in the control and un-irradiated populations, but not in the AML population. Platelets from recipient mice transplanted with normal bone marrow cells exhibited platelets of similar size to normal platelets (68.4 ± 3.03 *vs*. 75.6 ± 1.84 10^5^ nm^2^, *P* = 0.099), and no other structural abnormalities were detected (Fig. 1 and Supplementary Table 1). These results demonstrate that platelets in mice with frank AML are replaced with structurally abnormal platelets.

**Fig. 2:**
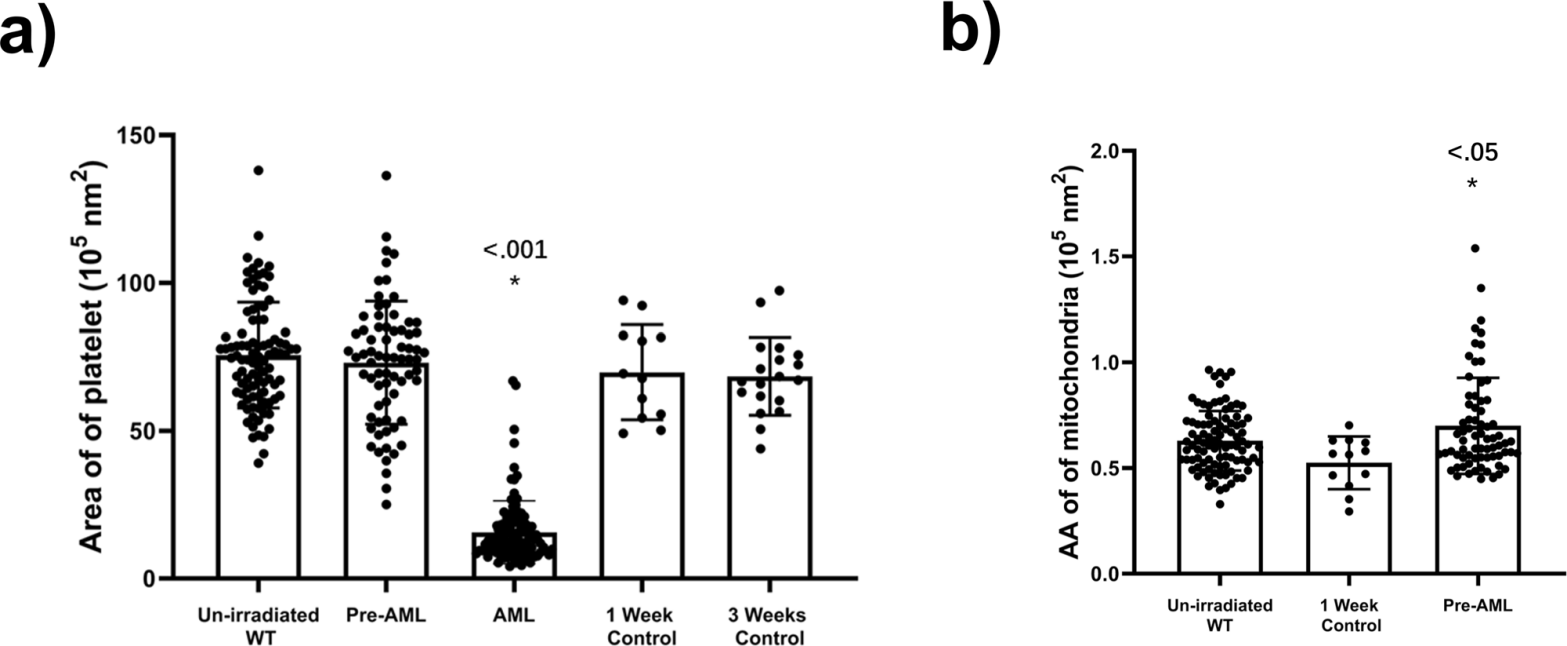
Statistics of platelets from mice in different states. **a** There were no differences in the size of platelets from pre-AML, control mice and un-irradiated mice, while the size of platelet from AML mice was significantly decreased. **b** The average area (AA) of mitochondria in pre-AML platelets increased compared with un-irradiated and control groups (*P* < 0.05). Data are presented as mean ± s.e.m. Student’s *t* test were used for statistical analyses. *P  ≤  0.05.

### Cryo-ET of platelets from pre-AML mice

We then tested whether structurally abnormal platelets were detectable in mice at the early stage of AML. To this end, we collected PRP from mice (*n* = 3) 1 week after transplanting MLL-AF9-induced AML cells and analyzed them with cryo-ET. Recipient mice at this time point exhibited reduced blood cell counts due to the effects of sub-lethal irradiation, but showed improvement at 3 weeks^32,33^. In contrast to mice 3 weeks after transplantation, which exhibit leukocytosis and severe anemia, mice at 1-week post-transplantation did not show leukocytosis or anemia according to the blood count (Table 1). We thus defined this time point as pre-AML.

We imaged 72 platelets from pre-AML mice. We found that all platelets contain the subcellular features observed in platelets from un-irradiated WT mice, including α granules, dense granules, gamma granules, mitochondria, the plasma membrane, microtubule, glycogen particles, OCS, and TS (Fig. 1, Supplementary Fig. 2 and Supplementary Movie 3).

However, platelets from pre-AML mice showed increased average area of α granules (mean area of all α granules in the same platelet) (1.6 ± 0.08 *vs*. 1.3 ± 0.05 10^5^ nm^2^, *P* = 0.004) and decreased number of α granules (11.3 ± 0.9 *vs*. 15.9 ± 0.8, *P* < 0.001) compared to un-irradiated WT mice (Supplementary Fig. 3 and Supplementary Table 2). In addition, the number of dense granules in pre-AML platelets was reduced (9.7 ± 0.7 *vs*. 12.5 ± 0.8, *P* = 0.009), so was the average area (0.31 ± 0.01 *vs*. 0.34 ± 0.01 10^5^ nm^2^, *P* = 0.029) (Supplementary Fig. 3). There is no significant change on the number of mitochondria, while the average area of mitochondria increased in pre-AML platelets (Fig. 2b, Supplementary Fig. 3c, Supplementary Data 1).

To investigate whether the aforementioned statistical changes are caused by AML development or BMT, we imaged the platelets from control mice that underwent the same transplantation procedure. Applying the same statistical analysis revealed no significant change between BMT control and pre-AML group on the average area of α granules, number of α granules, average area of dense granules, number of dense granules, and number of mitochondria, except for the average area of mitochondria (Fig. 2b and Supplementary Fig. 3). The difference of α and dense granules between un-irradiated WT mice and pre-AML mice would be probably attributed to transplantation rather than the AML development. The number of mitochondria in each platelet spans a large range, from 1 to 23 per cell, and does not seem to be correlated with AML. However, the average area of mitochondria in pre-AML platelets is larger than that in both BMT control and un-irradiated platelets, which indicates the mitochondrial structure may suffer subtle changes during the development of AML.

### Emergence of abnormal mitochondrion precedes hematological changes in pre-AML

The majority of the mitochondria of platelets in pre-AML mice were similar to platelets isolated from un-irradiated mice and BMT control mice, exhibiting irregular shapes and containing typical structural features like highly folded cristae and matrix layers. However, a significant subset (23.6% (17/72)) of pre-AML platelets had clearly abnormal mitochondria with a round shape and less reduced cristae and matrix (Fig. 3a, b).

**Fig. 3:**
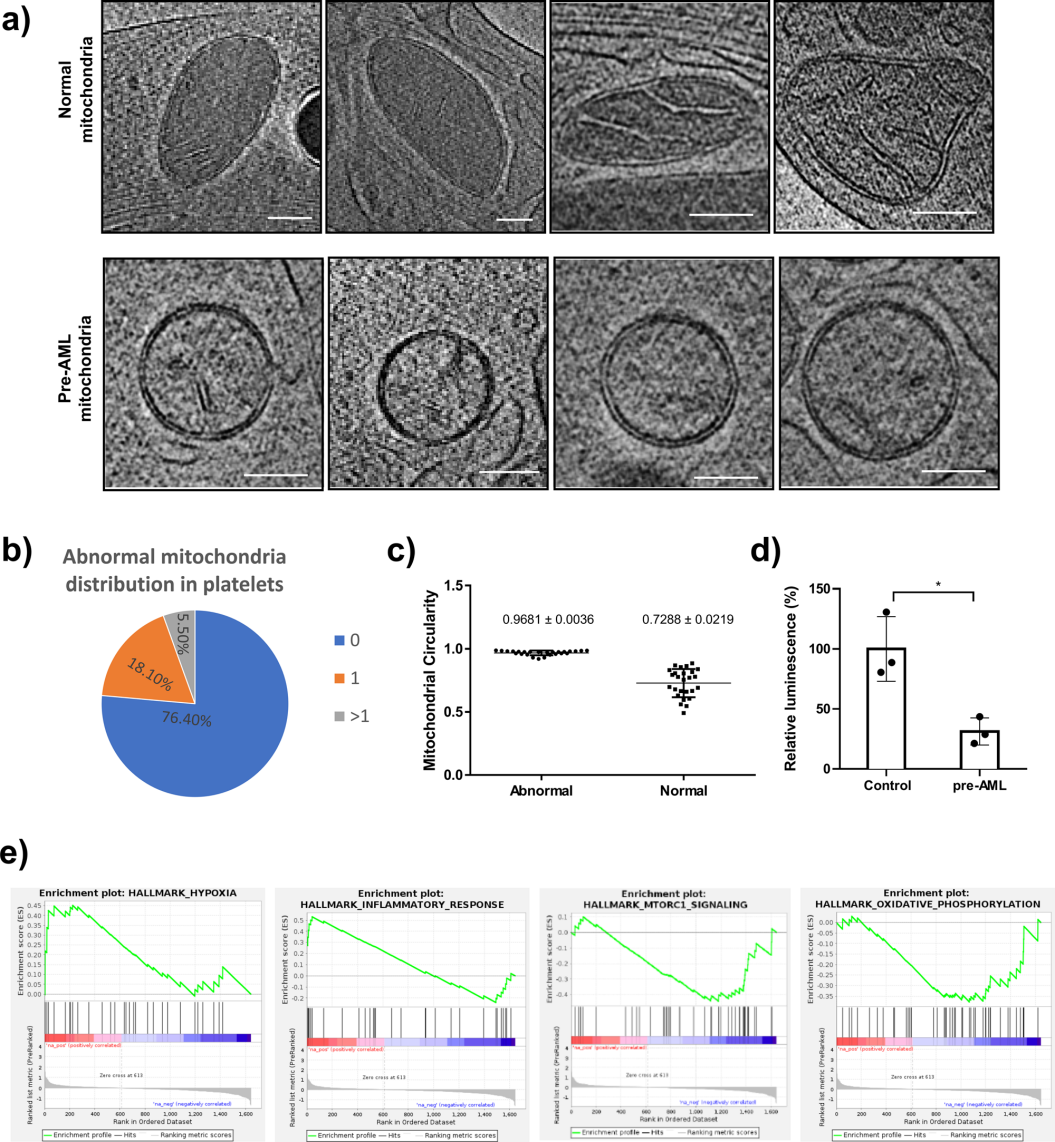
Abnormal mitochondria in pre-AML platelets. **a** Roughly a quarter of mitochondria in pre-AML platelets were abnormal with reduced cristae and matrix (scale bar 100 nm). **b** 18.1% of the pre-AML platelets had one abnormal mitochondrion and 5.5% have more than one abnormal mitochondrion. **c** The statistical analysis of mitochondrial circularity (*P* < 0.0001) **d** ATP measurement assay for mitochondria in control and pre-AML platelets. **e** Gene set enrichment analysis (GSEA) on the platelets from pre-AML and control mice. “HYPOXIA” and “INFLAMMATORY_RESPONSE” were up-regulated and “MTORC1_SIGNALING” and “OXIDATIVE_PHOSPHORYLATION” were down-regulated in pre-AML platelets, compared with control platelets. Data in (**c**) and (**d**) are presented as mean ± s.e.m. Student’s t test was used for statistical analyses. *P  ≤  0.05.

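Among the 4 lists, the enrichment scores before normalization were 0.33 for hypoxia, -0.30 for inflammatory response, -0.28 for mTORC1 signaling and 0.16 for oxidative phosphorylation in the analysis of the deposited FPKM values. These lists were written by hand and are not the Hallmark sets of Fig. 3e. Here 4412 genes were ranked, against about 1600 in Fig. 3e, read by eye. The scores are therefore not a recomputation of that figure. The mTORC1 signaling list had 102 tested genes, of which 63 had a log2 fold change below 0. Its NES was -1.19 (adjusted p = 0.485 from fgsea), which did not pass the threshold. The mean log2(FPKM + 1) of the list was 3.41 ± 0.06 (SD, n = 3) in control and 3.39 ± 0.08 (SD, n = 3) in pre-AML platelets, and the groups overlapped (exact two-sided permutation test, p = 0.6, with 0.1 as the smallest p possible). With no filter on low values the NES was -1.32 (adjusted p = 0.0359), within a range of 0.000195 to 0.988 for the adjusted p over the alternatives, and with genes ranked by log2 fold change the NES was 1.03. At an unadjusted p under 0.05, 2 genes of the list were higher and 7 were lower. Ube2d3 had 7.03 ± 0.425 FPKM (SD, n = 3) in control and 4.39 ± 0.639 FPKM (SD, n = 3) in pre-AML platelets, a log2 fold change of -0.58 (standard error 0.14, adjusted p = 0.522 from limma-trend with Benjamini-Hochberg adjustment). Serp1 and Rab1a had log2 fold changes of -0.41 and -0.44 with the same adjusted p. With each library's trends with gene length and GC content removed, Ube2d3, Serp1 and Rab1a were at -0.26, -0.17 and -0.20.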

The average area was slightly increased compared with un-irradiated mice (0.7 ± 0.03 *vs*. 0.6 ± 0.01 10^5^ nm^2^, *P* = 0.023) and BMT control mice (0.7 ± 0.03 *vs*. 0.5 ± 0.04 10^5^ nm^2^, *P* = 0.011) (Fig. 2b). The number of abnormal mitochondria (ratio of abnormal/normal mitochondria in one cell) varied among platelets. Roughly$$3/4$$of platelets that contained abnormal mitochondria mostly contained only one abnormal mitochondrion, the remaining quarter had two to seven abnormal mitochondria per platelet (Fig. 3b). To better define and distinguish the morphological difference between normal and abnormal mitochondria, we use the term “circularity” to describe the roundness of individual mitochondrion. We developed a new EMAN2 tool to report the circularity of each mitochondrion by measuring perimeter and area (see Methods). The average circularity of abnormal and normal mitochondria is 0.9681 ± 0.0036 and 0.7288 ± 0.0219, respectively (Fig. 3c, Supplementary Data 2). It is noteworthy that the shape of abnormal mitochondria is close to a perfect circle, and is very consistent among all abnormal mitochondria, while the circularity of normal mitochondria is lower and the deviation is larger due to its native morphological heterogeneity.

Key to its possible use as a diagnostic, not even a single instance of an abnormal mitochondria was observed in either un-irradiated mice or mice transplanted with normal bone marrow cells at the same time point as pre-AML mice (Fig. 1). The lack of abnormal mitochondria in the irradiated control group eliminates the possibility that this was a transitory effect due to irradiation.

In addition to the morphology of mitochondria, the surrounding features in pre-AML platelets were also altered. To investigate the changes in the environment surrounding mitochondria in an unbiased and uniform way, we isolated a 1 µm^2^ surrounding each mitochondrion (Supplementary Fig. 4a). Interestingly, abnormal mitochondria are all surrounded by single-layer spherical vesicles (Supplementary Fig. 4). Given that the interior of these vesicles have the same contrast as the cytosol when viewed through a central slice, the vesicles are likely to have a similar content to cytosol. As a result, these empty vesicles appear as spheres due to uniform osmosis pressure. These vesicles range from 100 to 300 nm in diameter and are often found in clusters. Like the abnormal mitochondria, these clustered vesicles were found only in pre-AML platelets. Mitochondria provide energy for platelet activation, aggregation, secretion of procoagulant molecules^34,35^, and also are responsible for aging and the intrinsic apoptosis that regulates the lifespan of platelets^36,37^. The abnormal mitochondria in the pre-AML platelets observed in our study could be the sign or consequence of its dysfunction or abnormal degradation, which would further trigger apoptosis of platelets. Given the concurrent appearance of empty spherical vesicles, it implies that mitochondria are undergoing degradation or mitophagy and spherical vesicles are possibly formed by re-conjugation of the broken membrane fractions due to nonspecific hydrophobic interactions. In specific tomograms, connections between empty vesicles and mitochondria are captured by chance, resembling a general vesicle budding process (Supplementary Fig. 4). These round vesicles show similar contrast and structural features as OCS in the AML platelets (Fig. 1). The observation of abnormal mitochondria in the pre-AML platelet may indicate a shorter lifespan and potential apoptosis of platelets, which may become the smaller sized ‘ghost platelets’.

### Platelet mitochondria functional change at early stage of AML

To acquire a better understanding of the mitochondrial changes in pre-AML platelets, we performed an ATP assay to measure the platelet intercellular ATP level and evaluate how ATP production is affected by abnormal mitochondria. Platelets from control and pre-AML mice were extracted, followed by a luciferase-based ATP assay. ATP production in pre-AML platelets exhibited a large reduction compared with BMT control platelets (Fig. 3d, Supplementary Data 3). In addition, we also conducted RNA-seq for platelets collected from BMT control and pre-AML mice. 

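For the RNA-seq experiment, platelets were purified from blood by depleting cells that carry CD45, a marker of leukocytes, or Ter119, a marker of erythroid cells, and their cDNA was amplified with the SMART-Seq2 protocol. Values of 3 control and 3 pre-AML libraries were analysed, named here control 1 to control 3 and pre-AML 1 to pre-AML 3. The paper describes these platelets as those of BMT control mice and of pre-AML mice, 1 week after transplantation, and states that 3 independent mice were used. The sample labels name the groups WT and AML without a week. They also mention 2 replicates per group and a pool of 3 to 4 mice behind every library. The paper's names are used here.

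The authors mapped the reads to mm10 with STAR and deposited one FPKM value (reads scaled by gene length and library size) for each gene and library, over 14975 genes. With gene lengths from GENCODE release M21, which held 14911 of these genes, 85.0% of the values were whole multiples of what 1 read is worth, and reads were recovered on that basis. Control 1, control 2 and control 3 had 11940592, 13880945 and 11980832 reads on the listed genes (median 11980832), and pre-AML 1, pre-AML 2 and pre-AML 3 had 13542402, 14910811 and 17786176 (median 14910811). On a gene of 2 kb, 3 reads correspond to 0.128 FPKM in control 1 and 0.0643 FPKM in pre-AML 3. The library size that the FPKM values were divided by was between 0.982 and 1.01 times the recovered reads in 5 libraries and 1.31 times in pre-AML 3. The median ratio of the 9167 genes above 0 in every library to their geometric mean was 1.01 in each library, as scaling by the median of ratios gives. A transcript with the same share of the reads therefore has a lower FPKM in pre-AML 3 than in the other 5 libraries.

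Values were analysed as log2(FPKM + 1) for the 4412 genes with a mean of at least 1 FPKM, and the groups were compared with limma-trend and Benjamini-Hochberg adjustment. A fold change on this scale understates the change of genes with low FPKM. In a principal component analysis, the first component held 70.2% of the variance and separated pre-AML 3, at 41.9, from the other 5 libraries, which lay between -12.7 and -2.12. Spearman correlations across genes were between 0.842 and 0.880 for the pairs with pre-AML 3 and between 0.962 and 0.973 for the 10 pairs among the other libraries. Their mean for pre-AML 3 was 0.858, and it moved most with only genes of at least 10 reads in every library, to 0.941. Pre-AML 3 also held transcripts of leukocytes. Tyrobp and Cd74, for example, had 153 and 168 FPKM there, against at most 0.533 and 1.48 FPKM in the controls. The deviation of each gene from its mean over the 6 libraries was also related to its GC content. Across genes, which are not independent replicates, the Spearman correlation with GC content was -0.30, -0.40 and -0.31 in control 1, control 2 and control 3, and -0.05, 0.31 and 0.49 in pre-AML 1, pre-AML 2 and pre-AML 3. Neither the labels nor the paper give a sequencing batch.

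**Figure D1:**
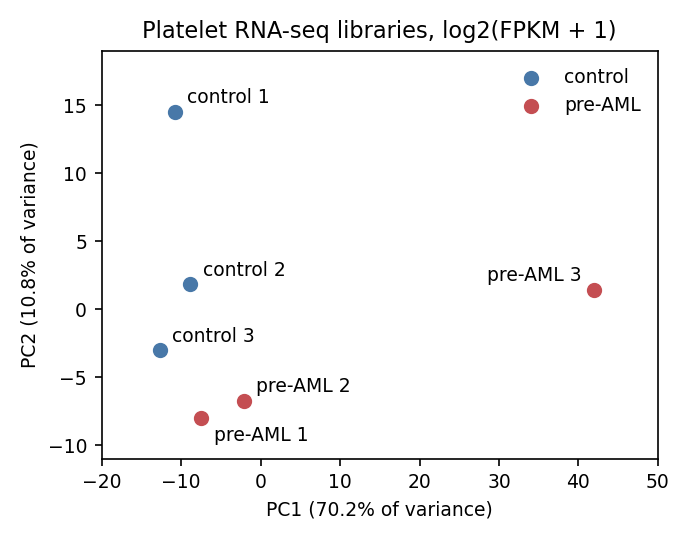
First and second principal components of log2(FPKM + 1) in the 6 platelet libraries, with 70.2% and 10.8% of the variance on the axes. Each point is 1 library, in blue for controls and in red for pre-AML. Pre-AML 3 lies at 41.9 on the first component, away from the other 5 libraries.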

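Of the 4412 genes tested, 1 had an adjusted p under 0.05 and a higher level in pre-AML platelets, and 0 had a lower level. At an unadjusted p under 0.05, 113 genes were higher and 288 were lower. This excess of lower genes depended on the setting. The counts were 253 and 257 with the libraries scaled to their recovered reads, and 497 and 373 with no filter on low values. The gene past the threshold was granzyme A (Gzma, Entrez gene 14938), on chromosome 13 of GRCm38 from 113093825 to 113100981 on the minus strand. It was chosen after its values were seen, since its level is too low for the rule by which genes were to be named. Its level was 0.118 ± 0.204 FPKM (SD, n = 3) in control platelets and 6.92 ± 2.16 FPKM (SD, n = 3) in pre-AML platelets. The recovered reads on Gzma were 0, 5 and 0 in control 1, control 2 and control 3 and 97, 70 and 209 in pre-AML 1, pre-AML 2 and pre-AML 3. Its log2 fold change was 2.80 (standard error 0.24, adjusted p = 0.00809 from limma-trend with Benjamini-Hochberg adjustment). With the libraries scaled to their recovered reads, the log2 fold change of Gzma was 2.87 but its adjusted p was 0.114, and 0 genes were past the threshold. Over its 18 alternative settings, the adjusted p of Gzma was between 0.00112 and 0.612, and it was under 0.05 in 11. RNA of NK cells in the pre-AML libraries is a candidate source of this rise. No value here tells it apart from a change in platelets.

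Genes that encode the platelet receptors named in the paper did not differ by more than the replicate spread. Itga2b, which encodes integrin αIIb, had 1511 ± 162.4 FPKM (SD, n = 3) in control and 1641 ± 122 FPKM (SD, n = 3) in pre-AML platelets, a log2 fold change of 0.12 (standard error 0.13, adjusted p = 0.714 from the same limma-trend test). Itgb3, for integrin β3, had a log2 fold change of -0.19 (adjusted p = 0.642 from limma-trend). The log2 fold change of Gp1ba was -0.16 and that of Gp1bb was -0.14, with adjusted p of 0.697 and 0.793 from limma-trend. With the trend of each library with gene length and GC content removed, the sign of Itga2b turned, at -0.036. Without pre-AML 3, Gp1ba had a log2 fold change of 0.0072, and without control 1 that of Gp1bb was 0.077. Kmt2a, the mouse gene of MLL, was below the filter with 0.0593 ± 0.0438 FPKM (SD, n = 3) in control and 0.136 ± 0.0615 FPKM (SD, n = 3) in pre-AML platelets and was not tested. Mllt3, the gene of AF9, had a log2 fold change of -0.26 (standard error 0.20, adjusted p = 0.608 from limma-trend). It was -0.039 without pre-AML 3 and -0.015 with the trends with gene length and GC content removed.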

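For GSEA, genes were ranked by the moderated t statistic of limma-trend and tested with fgsea against gene lists for hypoxia, inflammatory response, mTORC1 signaling and oxidative phosphorylation and a list of nuclear-encoded subunits of the respiratory complexes. The Hallmark sets that the paper used were not used here; the lists were written by hand on the same subjects, and their members can differ from those of the Hallmark sets. A normalized enrichment score (NES) above 0 means that the genes of a list stood higher in the ranking toward pre-AML platelets. The adjusted p of fgsea treats genes as independent.

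The hypoxia list, with 76 tested genes, had an NES of 1.60 (adjusted p = 0.0184). Of these genes, 41 had a log2 fold change above 0, which was the direction of 41.5% of all tested genes. The mean log2(FPKM + 1) of the list was 3.28, 3.31 and 3.29 in control 1, control 2 and control 3 and 3.35, 3.32 and 3.62 in pre-AML 1, pre-AML 2 and pre-AML 3. All 3 pre-AML libraries stood above all 3 controls (exact two-sided permutation test, p = 0.1, the smallest p that 3 against 3 allow). Most of the difference came from pre-AML 3. That library also held transcripts of leukocytes, and the lists were not tested without genes of such cells. Without pre-AML 3 the NES was 1.03 (adjusted p = 0.525), while it was 1.72 without pre-AML 1 and 1.75 without pre-AML 2 (adjusted p = 0.00731 and 0.00428). The adjusted p was also above 0.05 without any one of the controls. It was between 0.00104 and 0.744 over the alternatives of GSEA. Camera with a preset correlation gave an adjusted p of 0.191 for this list, camera with an estimated correlation 0.261 and fry 0.164, so the call held in none of these tests. Among its members, Hmox1 had 1.33 ± 0.139 FPKM (SD, n = 3) in control and 3.32 ± 1.60 FPKM (SD, n = 3) in pre-AML platelets. Hmox1, Fos and Tgm2 had log2 fold changes of 0.83, 1.69 and 0.51, each with an adjusted p of 0.522 from limma-trend over all genes. No gene of the 4 lists had an adjusted p under 0.05, whether over all genes or adjusted over the list alone (0 genes in each list). At an unadjusted p under 0.05, 3 hypoxia genes were higher and 1 was lower.

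The inflammatory response list, with 46 tested genes, had an NES of -1.09 (adjusted p = 0.541), so a rise was not seen in this setting. Its mean log2(FPKM + 1) was 3.48 ± 0.01 (SD, n = 3) in control and 3.56 ± 0.21 (SD, n = 3) in pre-AML platelets. The mean was 3.43 and 3.45 in pre-AML 1 and pre-AML 2, below all controls, and 3.80 in pre-AML 3. At an unadjusted p under 0.05, 2 genes of the list were higher and 6 were lower. With no filter on low values, which ranks 14975 genes in place of 4412, the NES turned to 1.62 (adjusted p = 0.00292). Over the alternatives, its adjusted p was between 0.00103 and 0.754. Cd48 was listed at 0 in all 3 controls and had 0.759, 0.557 and 8.69 FPKM in pre-AML 1, pre-AML 2 and pre-AML 3. Emp3 and Cdkn1a had log2 fold changes of 0.81 and 0.55, with adjusted p of 0.522 and 0.526 from limma-trend. Without pre-AML 3 these fell to 0.35 and 0.27.

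The oxidative phosphorylation list, with 143 tested genes, had an NES of 0.87 (adjusted p = 0.821). Its mean log2(FPKM + 1) was 4.17 ± 0.13 (SD, n = 3) in control and 4.15 ± 0.01 (SD, n = 3) in pre-AML platelets, a difference within the spread of the controls (exact two-sided permutation test, p = 0.8, where the smallest possible p is 0.1). Control 1 stood highest at 4.30 and control 3 lowest at 4.05. The NES was 1.41 without control 1, -0.74 without control 2, -1.30 without control 3 and -0.76 without pre-AML 2, so its sign changed with the library left out. It was -0.81 with the replicate number as a block and -1.19 with no filter on low values. The 3 tested members with the smallest p among those that fell were Uqcrb, Ndufb5 and Tomm22, with log2 fold changes of -0.82, -0.65 and -0.38 and an adjusted p of 0.522 each from limma-trend. The paper relates its own GSEA to the structural changes seen by cryo-ET and, after the ATP assay, proposes that it fits a model of impaired mitochondrial function in pre-AML platelets.

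**Figure D2:**
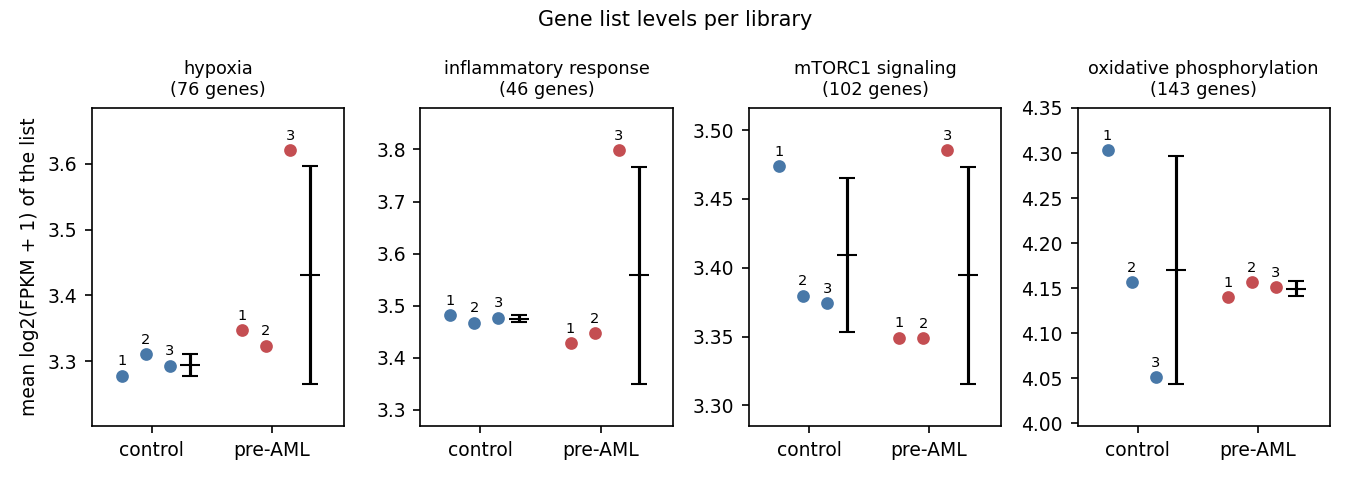
Mean log2(FPKM + 1) of the tested genes of each list (vertical axes, each with its own range) in control (blue) and pre-AML (red) libraries. Each point is 1 library with its number, and the bar beside the points gives the mean and SD of the 3 libraries. Pre-AML 3 stands at 3.62 for hypoxia and 3.80 for inflammatory response, above the other 5 libraries.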

Consistent with the observed structural alterations, GSEA analysis revealed an upregulation in inflammatory response and hypoxia as well as a downregulation in genes involving in oxidative phosphorylation in pre-AML platelets, which is consistent with the model that the mitochondrial function is impaired in the platelets from pre-AML mice (Fig. 3e).

## Discussion

Based on cryo-ET imaging, platelets can be classified into three distinct stages based on the phase of AML development: (1) Healthy platelets from un-irradiated WT mice that have a normal size (~75.6 10^5^nm^2^**)** containing all subcellular features including α granules, dense granules, gamma granules, mitochondrion, the plasma membrane, microtubules, glycogen particles, OCS, and TS; (2) pre-AML platelets with a similar size (~73.0 10^5^ nm^2^) as un-irradiated WT and BMT control platelets but with a fraction of mitochondria (~25%) that have a round shape and diluted matrix; and (3) AML platelets, in which the majority appear as “ghost platelets” with signs of apoptosis, are five times smaller than BMT control platelets (~15.6 10^5^nm^2^), and only contain glycogen storage and an open canicular system with empty vacuole vesicles.

It has been known that impaired proliferation or maturation of megakaryocytes (MKs) in bone marrow is a major cause of abnormal platelets such as thrombocytopenia^38,39^. The formation of platelet-specific organelles, proteins, membrane systems, and other contents occurs after and thus is closely related to MK maturation. Therefore, the structural change of mitochondria found in pre-AML mice in our study could be caused by defects in MK maturation. Given that the lifespan of platelets in circulation is 5 days in mice^40–42^, virtually all of the platelets in circulation at the time point 1 week after BMT originated from abnormal MKs. These platelets could represent the changes of MKs and be a marker for pre-AML.

Mitochondria, referred as the “powerhouse of the cell”, play critical roles in various essential biological processes including proliferation, differentiation, and metabolism^43^. There have been intensive studies on platelet mitochondria, demonstrating that the mitochondria impairment is associated with platelet dysfunction and diseases, such as sepsis, Alzheimer’s disease (AD) and Parkinson’s disease (PD)^44–46^. In our study, by taking advantage of cryo-ET, we are able to detect the ultrastructural alteration of mitochondria in platelets in pre-AML phase. More importantly, the function of mitochondria was also impaired, with cellular ATP level decreased by more than 50%. 

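The 71 tested nuclear-encoded subunits of the respiratory complexes and ATP synthase had an NES of 0.93 (adjusted p = 0.785 from fgsea) between pre-AML and control platelets. Their mean log2(FPKM + 1) was 5.01, 4.80 and 4.65 in control 1, control 2 and control 3 and 4.79, 4.79 and 4.74 in pre-AML 1, pre-AML 2 and pre-AML 3. The range of the controls thus held all 3 pre-AML libraries (exact two-sided permutation test, p = 0.7, with 0.1 as the smallest p possible). Of these subunits, 31 had a log2 fold change above 0 and 40 below 0, and 4 in each direction had an unadjusted p under 0.05. The median log2 fold change was -0.049, against -0.055 for all 4412 tested genes. By complex, the median was -0.03 for 31 subunits of complex I, 0.05 for 4 of complex II, 0.22 for 9 of complex III, -0.21 for 12 of complex IV and -0.08 for 15 of ATP synthase. Adjusted over the list alone, 0 of the 71 subunits had an adjusted p under 0.05. With the adjustment over the 9 genes of complex III only, 2 of them did, in opposite directions, and 0 did in any of the other complexes. The NES of the subunits changed with the settings. It was 1.76 without control 1 (adjusted p = 0.00367 from fgsea), -0.76 without control 2, -1.46 without control 3 and -0.85 without pre-AML 2. With no filter on low values it was -1.50 (adjusted p = 0.0359 from fgsea). Over the alternatives the adjusted p was between 0.00367, for the rise without control 1, and 0.933. The smallest for a fall was 0.0238, with limma-voom. Genes of the mitochondrial genome were not analysed here.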

GSEA analysis reveals downregulation in genes related to mitochondria function such as oxidative phosphorylation. Since the rate of ATP turnover and oxidative phosphorylation is tightly regulated by mitochondria during platelet’s activation to meet the energy demand, the incapability of platelet in AML would be likely attributed to the dysfunction of mitochondria^47^. In pre-AML, mitochondria with unfolded inner membranes did not appear different in density than the surrounding cytosol, suggesting that swelling and dilation of the inner membrane compartment caused matrix dilution or efflux of matrix components. Taken together, we demonstrate that both the structure and function of mitochondria exhibit early signs of impairment in the pre-AML phase. Mitochondrial apoptosis and/or mitophagy may lead to cell shrinkage and shedding of platelet microparticles^48,49^. We speculate that the abnormal mitochondria that lacks spherical cristae could be the product of apoptosis or mitophagy and the small empty platelets we found in fully developed-AML phase are the outcome after platelet apoptosis.

The progressive depletion of normal platelets and accumulation of abnormal platelets parallels the development of AML from the pre-AML stage without detectable changes in blood cell counts to frank AML. Our data suggest that the emergence of abnormal mitochondria and surrounding empty vesicles could be an early sign of AML initiation. These features can be detected in raw cryo-ET images, but our semi-automatic reconstruction pipeline allows clear distinction and quantification of different compartments and changes in the mitochondrion (Supplementary Fig. 4b). However, even without additional developments, Cryo-ET itself can easily detect mitochondrial changes and the coordinated appearance of empty vesicles. Our observation of clearly visible changes in a large fraction of platelets at early stages of AML, at which other diagnostics fail, presents an opportunity for a new class of non-invasive diagnostics capable of early detection and early treatment of this often-fatal disease. It may also be possible to develop more straightforward laboratory tests to detect these abnormalities and produce a diagnostic inexpensive enough to become routine.

Since the feature of “abnormal mitochondria” appears exclusively in the pre-leukemia platelet population, it can be used to predict whether a subject has the malignancy status. From observed data of 72 preleukemic cells, the probability that a pre-leukemic cell exhibits the abnormal mitochondria phenotype is 23.6%. As a result, by testing 12 cells, we would have a 96% chance of detecting at least one abnormal cell.

It is possible that the observed mitochondrial changes are specific to this AML model system or to a subset of AML cases. Recapitulating these results during AML development in humans will be difficult, as we have no strategy to identify pre-AML patients, due to a lack of other diagnostics. With the relatively low prevalence of AML in the population, identifying candidates would require a prohibitively large study. While mice are appropriate models to study human platelets given their overall similarities, human and mice platelets do exhibit morphological differences, and murine platelets are smaller and more numerous and display much greater granule heterogeneity than human platelets^50,51^. Future work is needed to establish whether AML patients exhibit similar changes as presented here with the mice model.

## Methods

### Mice

The mouse alleles used in this study were Ubc-GFP (C57BL/6-Tg(UBC-GFP)30Scha/J, JAX Stock #004353)^52^ on a C57BL/6 background. CD45.1 (B6.SJL-Ptprca Pepcb/BoyJ, JAX Stock #002014) or C57BL/6 mice was used as transplant recipient mice. Female mice (8–12 weeks old) were used and housed in AAALAC-accredited, specific-pathogen-free animal care facilities at Baylor College of Medicine (BCM). All procedures were approved by the BCM Institutional Animal Care and Use Committee. The BCM Institutional Biosafety Committee approved all other experimental procedures.

### Bone marrow transplantation (BMT)

MLL-AF9 retrovirus was prepared by transfecting the pMIG-MLL-AF9-IRES-GFP construct with pCL-ECO into HEK293T cells as previously described^31^. Hematopoietic stem and progenitor cells (Lin^−^c-kit^+^Sca-1^+^) were sorted and incubated in X-Vivo 15 (Lonza, Allendale, NJ) supplemented with 50 ng/ml SCF, 50 ng/ml TPO, 10 ng/ml IL-3, and 10 ng/ml IL-6 (all from Peprotech, Rocky Hill, NJ) for 24 h prior to retrovirus spin infection. For primary recipients, 50 000 cells were transplanted into lethally irradiated C57BL/6 mice (500 cGy, twice, with at least 3 h interval). Secondary transplantation was performed by transplanting 100 000 GFP + cells from primary recipient mice into sub-lethally irradiated mice (650 cGy). For the control, mice underwent transplantation of normal bone marrow cells.

### Cryo-ET of platelets

Platelet-rich plasma (PRP) was separated from drawn blood samples and then vitrified for cryo-ET. The mice were in supine position after inhalation anesthesia by diethyl ether. The abdomen and thoracic cave were open to expose heart. Then, 100 μL whole blood was obtained by puncturing right atrium and put in 500 μL EP tube with 3.8% sodium citrate (SC) as the anticoagulant (blood vs SC 9:1). The whole blood is centrifuged at 500 g to collect PRP. PRP (2–4 μL) mixed with 10 nm fiducial gold marker was applied to the glow-discharged Quantifoil grid and then blotted with calcium-free blotting paper using a Vitrobot (Mark IV, FEI Corp), and immediately plunged into liquid ethane at liquid nitrogen temperature to vitrify the platelets (1–3 blot, 1–3 s wait). PRP purification and cryo-preservation were maintained at room temperature. All platelet samples were vitrified for cryo-ET study within 2 h after blood draw.

The frozen grids with platelets were then transferred into one of three electron microscopes (JEM 3200FSC, FEI Polara F3 and Titan Krios) equipped with K2 Summit camera for imaging. Low-dose conditions were used to preserve structural integrity. Using SerialEM^53^, tilt series were recorded at /300 keV on a Gatan 4096 × 4096 pixels K2 Summit direct election camera in counting mode with 0.2 s per frames exposure in (2, 4 and 8 sec). Single-tilt image series (±50°, 2° increment) were collected at a defocus range of 15–20 μm and a magnification range of 3000–4 000×, with a pixel size of 12.06 Å. The total electron dose per tomogram was 90–100 electrons/Å^2^, as typical for cellular cryo-ET. Each tilt series has 51 tilt images with a fixed 2-degree increment.

### Platelet tomogram processing and quantification

Image stacks were automatically aligned and reconstructed using e2tomogram in EMAN2^54^, yielding 3D reconstructed tomograms (voxel 4k × 4k × 1k, ∼17–19 Å per pixel sampling). Gold fiducials were present but not used explicitly, as the software uses any high contrast features for alignment. To enhance the contrast, tomograms were averaged by two (bin2) and filtered uniformly using a low-pass filter (set up at 33 Å) to reduce the noise and visualized in UCSF Chimera^24,55^. Structural features such as α granules, dense granules, gamma granules, mitochondria, microtubules, membrane systems, glycogen particles, and tubule-like system (TS) that was formed by membrane repeated folding were identified as previous study^26^, segmented, and manually annotated using EMAN2, UCSF Chimera^55^, and UCSF ChimeraX (Supplementary Fig. 1a)^56^.

Semi-automated segmentation used a neural network based method^24^ requiring user-provided training annotation on representative areas. We manually selected and labeled 10 regions containing obvious mitochondria as positive controls and 100 regions without mitochondria as negative controls in the same tomograms from different slices and orientation, respectively (Supplementary Fig. 1b). The trained network was then applied to the complete set of tomograms, reducing over a man-year of potential effort to a few weeks. Separate neural networks were trained for each type of organelle. The segmentation results were confirmed by human visualization at the end.

Structural features (α granule number, α granule area, dense granule number, dense granule area, mitochondria number, mitochondria area) were manually quantified for each platelet tomogram (Supplementary Fig. 1a). Though segmented and labeled in tomograms, microtubules were not assessed due to the low resolvability in Z direction which leads to uncertainty in determining clear boundaries of microtubules in some orientations. Low resolvability in the Z direction of the 3D tomogram reconstruction is mainly due to the missing wedge in cryo-ET data. The central slice of the 3D tomogram of the whole platelet was projected. The area of each platelet was measured in a single projection image with the assumption that the platelets have a uniform thickness (Supplementary Fig. 1c). Mitochondria area is expressed as the summed area of the central slice through each mitochondrion in a platelet divided by the area of the platelet in its central slice. α and dense granule areas were measured in the same way. The circularity of mitochondria was assessed via the formula $$C=4\times \pi \times A/{P}^{2}$$, where C is the circularity, A is the area and P is the perimeter. For a circle, C = 1. All the quantification was performed by the same researcher to maintain consistency throughout the entire study.

The representative tomogram of platelet from un-irradiated, BMT 1-week control, BMT 3-week control, pre-AML and AML mice were deposited to EMDB (EMD-24287, EMD-24291, EMD-24298, EMD-24289 and EMD-24288, respectively).

### Predictive model and power analysis

In our study, un-irradiated WT and control cells never exhibited abnormal mitochondria. We performed a post-hoc power analysis to put an upper bound on the probability of observing such false positives. With an N of 106 non-malignant cells and *P* = 0.05, we can state that false positive rate can be no more than 2.8%.

### RNA-seq

Whole blood from control and pre-AML mice were collected and PRP was separated via Lymphoprep (Stemcell Technologies). Platelets were further purified from the plasma by staining with CD45 and Ter119 antibodies then depleting the CD45 or Ter119 positive cells through autoMACS (Miltenyi Biotec). Purified platelets were resuspended in Trizol and RNA purified according to the manufacturer’s instructions. DNase I-treated RNA samples were purified using the QIAGEN MinElute kit before cDNA was made and amplified with a SMART-Seq2 protocol. The cDNA was then fragmented and barcoded for sequencing using a Nextera XT kit (Illumina, San Diego, CA). RNA-seq libraries were sequenced on an Illumina Sequencer (Illumina, San Diego, CA). Reads were mapped to mm10 using STAR (version 2.5.2b)^57^, which was followed by differential expression analysis using DESeq2 (version 1.12.4)^58^. The PCA plot was generated with deep Tools.

### ATP measurement assay

Platelets were collected from control or AML mice and resuspend in PBS. Platelet ATP level was measured using CellTiter-Glo® 2.0 Cell Viability Assay (Promega). Luminescence was determined by Infinite M200 PRO from Tecan.

### Statistical analysis of quantified platelet tomograms

Experimental data were analyzed by SSPS 16.0 for Windows (SPSS Inc., Chicago, IL, USA). Data are presented as the means ± standard error of the mean (SEM). Differences between groups were assessed using the Student’s *t* test or Mann–Whitney U-test and statistical significance was taken at *P* < 0.05.

### Statistics and reproducibility

The platelet preparation, Cryo-ET imaging, ATP measurement and RNA-seq were all done from three independent mice each time under same treatment. For subcellular feature measurement and analysis, data were presented as means ± SEM. The Student’s *t* test or Mann–Whitney U-test was used to assess differences. *P* values equal to or less than 0.05 were considered statistically.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Peer Review File

Supplementary Information

Description of Additional Supplementary Files

Supplementary Movie 1

Supplementary Movie 2

Supplementary Movie 3

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Reporting Summary

## Data Availability

The authors declare that the data supporting the findings of this study are available from the corresponding author W.Z. upon request. Source data related to the graphs and charts in this paper are provided in Supplementary Data 1–3. Tomographic reconstruction data that support the findings of this study have been deposited in EMDB with the accession codes EMD-24287, EMD-24291, EMD-24298, EMD-24289 and EMD-24288. The RNA-seq data have been deposited to GEO with the accession number GSE189844.

# Supplementary material for: Using Cryo-ET to distinguish platelets during pre-acute myeloid leukemia from steady state hematopoiesis
**Source:** Commun Biol. 2022 Jan 20;5:72. doi: 10.1038/s42003-022-03009-4
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

### **Description of Additional Supplementary Files**

**File name:** Supplementary Movie 1

**Description:** Representative healthy platelet tomogram. Slicewise view scrolling through the tomogram. Organelles are annotated.

**File name:** Supplementary Movie 2

**Description:** Representative AML platelet tomogram. Slicewise view scrolling through the tomogram. Organelles are annotated.

**File name:** Supplementary Movie 3

**Description:** Representative pre-AML platelet tomogram. Slicewise view scrolling through the tomogram. Organelles are annotated.

**File name:** Supplementary Data 1

**Description:** Average platelet and mitochondria areas in un-irradiated WT, Pre-AML, AML, and controls.

**File name:** Supplementary Data 2

**Description:** Circularity measurements of abnormal and normal mitochondria.

**File name:** Supplementary Data 3

**Description:** Source data for Fig. 3d.

# Supplementary material for: Using Cryo-ET to distinguish platelets during pre-acute myeloid leukemia from steady state hematopoiesis
**Source:** Commun Biol. 2022 Jan 20;5:72. doi: 10.1038/s42003-022-03009-4
**Supplement:** Supplementary file 10 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection SerialEM, Illumina Sequencer

Data analysis EMAN2, UCSF Chimera, UCSF ChimeraX, STAR (version 2.5.2b), DESeq2 (version 1.12.4), SSPS 16.0

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

EMD-24287, EMD-24291, EMD-24298, EMD-24289 and EMD-24288

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                               |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | We did not pre-determine the sample size. We found that abnormal mitochondria were only present in pre-AML platelets but not un-irradiated or control platelet. It is rather an observation than a statistical difference. In addition, based on a power analysis, we believed our sample size was sufficient to draw the current conclusion. |
| Data exclusions | Platelets in sub-optimal ice or on the edge of the mesh were excluded from data collection.                                                                                                                                                                                                                                                   |
| Replication     | We collected data for 3 mice in a group in parallel, which was a replication for each experiment.                                                                                                                                                                                                                                             |
| Randomization   | The mice were picked randomly to conduct this experiment. Blood drawn, EM specimen preparation and platelet data collection were random procedures to rule out the possibility of any bias and preference.                                                                                                                                    |
| Blinding        | Different groups of platelets were first visually confirmed locations on the grids by human. This step only provide location for tomogram collection with no ultra-structural feature could be seen until reconstruction was done.                                                                                                            |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                  |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | CD45.1 or C57BL/6 mice, Female                                                                                                                   |
| Wild animals            | None                                                                                                                                             |
| Field-collected samples | None                                                                                                                                             |
| Ethics oversight        | Animal care facilities at Baylor College of Medicine (BCM). All procedures were approved by the BCM Institutional Animal Care and Use Committee. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

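Platelet RNA of 3 BMT control and 3 pre-AML libraries was analysed. The authors mapped the reads to mm10 with STAR (2.5.2b) and tested differential expression with DESeq2. The table they deposited holds FPKM values, one for each of 14975 genes and 6 libraries, with Entrez gene identifiers and symbols. The paper does not name the counting program or the annotation in its text. All columns of per-sample values were mapped by their names to the samples. The paper's 3 mice per group differ from the labels, which mention 2 replicates and pools of 3 to 4 mice, and groups were named after the paper.

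Gene lengths were taken as the union of exons in GENCODE release M21 on GRCm38. FPKM values times length and library size came out as whole reads for 85.0% of values, and for all 6 libraries in 12208 genes. The recovered reads on listed genes were between 11940592 and 17786176 per library and are estimates. The effective library sizes behind the FPKM values followed scaling by the median of ratios. These steps are included in the deposited values. FPKM values are not counts, so no count model was used as the main test, and limma-voom was run on the recovered reads as an alternative chosen after seeing the data. The main test chosen before the data were examined assumed counts. It was replaced by limma-trend, which had been chosen for the case of FPKM values, once the unit was known.

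The main analysis used log2(FPKM + 1), genes with a mean of at least 1 FPKM, and limma-trend (limma 3.58.1, R 4.3.3) without covariates, with Benjamini-Hochberg adjustment and a threshold of 0.05. GSEA was run with fgsea (1.28.0, multilevel) on the moderated t statistics, for lists of 5 to 500 genes, adjusted over 5 lists. The hypoxia, inflammatory response, mTORC1 signaling, oxidative phosphorylation and respiratory subunit lists were written by hand before the data were examined, and camera (preset correlation 0.01 and estimated) and fry were run beside them. For RNA of other cells, 7 marker lists were written before the data were examined (platelet, erythroid, neutrophil, monocyte, B cell, T and NK cell, leukemic progenitor), and 10 more after the first lists had been seen but before the values of their own genes were viewed (B cell, B-1 B cell, blood monocyte, liver macrophage, mast cell, mesothelial cell, NK cell, serous-cavity macrophage, splenic red pulp macrophage, T cell). The level of a list in a library is the median over its genes of the log2 ratio to the control mean, with 0.1 FPKM added to both. Each control library was compared with the mean of the other controls. Camera was run on the 6 of the 7 first lists with at least 3 tested genes.

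Named genes followed a rule set before the data were examined: genes of the paper, up to 5 rises and 5 falls past the threshold with a mean level above the median and no overlap between groups, 3 members of each list with the smallest p in the paper's direction, and 2 members of each marker list with the highest level. No gene met the rule for rises and falls. Gzma, Tyrobp, Cd74, Retnla, Ddx3y, Eif2s3y, Rgcc and the further members named with the marker lists were chosen after their values were seen. Alternatives set before the data were examined were library size only, no filter, at least 10 reads in every library, a pseudocount of 0.1, the replicate number as a block, leaving out hemoglobin genes, leaving out each library, and for GSEA another ranking, fewer ranked genes, Reactome sets and lists without shared genes. Others were chosen after seeing the data: TMM scaling with own code, quantile normalization, the median of ratios over tested genes, limma-voom on recovered reads, array weights, the removal of trends with gene length and GC content by loess, and a pseudocount of 0.1 together with no filter. In all, 22 settings of the gene test were run, the main one included.

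The gene test was tested on simulated data with 200 genes changed by 4-fold and a dispersion of 0.026 estimated from the libraries. Of 181 changed genes that passed the filter, 181 were called, and 8 of 3977 unchanged genes were called. In the simulation 1 list was raised and 4 were not, of which 0 were called. This dispersion replaced an assumed one of a first run, in which all changed genes that passed the filter were called as well. The simulated libraries have one spread for all, which is smaller than that around pre-AML 3, so the result says little about how many changes can be found in the real libraries.

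Platelet and mitochondria areas, circularity and ATP levels were read from the paper's supplementary source data and compared by permutation tests of the difference of means with 100000 resamples, or exact tests for 3 against 3 values (Python 3.11.15, scipy 1.17.1, numpy 2.4.6, pandas 2.3.3).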

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

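The test of scaling for Gzma and that of depth for the monocyte list were chosen after the result was seen, and for the blood monocyte and NK cell lists the reading of the outcome was changed after it was seen.

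Transcripts of leukocytes, which the paper does not report on, stood above the control libraries in pre-AML 3 and, at lower levels, in part in pre-AML 1 and pre-AML 2. The level of a list is the median log2 ratio of its genes to the control mean, or for a control library to the mean of the other controls. Both sides had 0.1 FPKM added, which makes the ratios of genes with low FPKM smaller. In pre-AML 3 it was 3.96 for the monocyte list, 2.96 for the B cell list and 1.57 for the T and NK cell list, while the highest control was at 0.00, 0.01 and 0.00. In pre-AML 1 and pre-AML 2 the monocyte list was at -0.0023 and 0.86, the B cell list at -0.27 and 0.64, and the T and NK cell list at 0.19 and 0.24. Other lists did not rise in the same way. The neutrophil list was at 0.34, the platelet list at -0.35, the erythroid list at -0.29 and the leukemic progenitor list at -0.08 in pre-AML 3. Levels below 0 in pre-AML 3 can come from the scaling of that library, which lowers its FPKM values. The mean of the controls was at least 1 FPKM, here taken as expressed in control platelets, for 3 of 20 monocyte, 3 of 14 B cell and 3 of 16 T and NK cell genes, and 1 B cell gene is in another list. Camera with a preset correlation called 2 of 6 lists, monocyte and B cell, and with an estimated correlation or fry 0 lists, with adjusted p of 0.402 and 0.553 for both. In all, 10 of the 10 splits of the 6 libraries gave at least as many called lists, and 3 against 3 libraries can give no share below 1 in 10.

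Among single genes in pre-AML 3, Tyrobp had 153 FPKM, Cd74 168 FPKM and Retnla 375 FPKM. The highest control had 0.533, 1.48 and 0.949 FPKM of them. Tyrobp was also above the controls in pre-AML 1 and pre-AML 2, at 4.85 and 4.37 FPKM, and Cd74 in pre-AML 2, at 15.2 FPKM but not in pre-AML 1, at 0.671 FPKM. Retnla was at 0 and 0.332 FPKM in these libraries. Genes at 1 FPKM or more in pre-AML 3 and under 0.1 FPKM in the other 5 libraries numbered 71, while the same count for any other library was at most 5. Pre-AML 3 was sequenced more deeply, with a log2 ratio of its reads to the control mean of 0.50. The recovered reads of the monocyte list, with values under 3 reads set to 3, rose over the control mean by a median of 6.08 on the log2 scale, which argues against depth as the whole cause. The scaling of the deposited values lowers pre-AML 3 and so works against this rise. Undoing it could only raise the monocyte list, which was at 4.29 in pre-AML 3 when scaled to the recovered reads.

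RNA of other cells in pre-AML 3 is a candidate source. A second B cell list was at 1.53 in pre-AML 3, with 4 of 18 genes expressed in control platelets, and its most abundant member that rose, Ly6d, had 23.3 FPKM. Lists for macrophages were tested in the same way. The serous-cavity macrophage list was at 2.21, with Icam2 at 22.6 FPKM, and the liver macrophage list was at 3.79, with Cfp at 105 FPKM. The first has 4 of 15 genes expressed in control platelets and 3 in another list, the second 1 of 9 and 4 in another list. Since both rose, these lists do not separate the kinds of macrophage. The mesothelial cell list was at 1.09, but its genes were low, the highest being Krt8 at 0.832 FPKM. The blood monocyte list was at 0.85 and did not reach the value of 1 set beforehand. Its median was nonetheless above that of the other 5 libraries, and of its members Plac8 had 11.8 FPKM and Ifitm6 7.53 FPKM, against at most 0.491 and 0 FPKM in the controls, while Itgal, at 41.4 FPKM, lay within the range of the controls. The value set beforehand was missed and no value here excludes blood monocytes, so they cannot be told apart from other sources. The B-1 B cell list was at 0.49, the splenic red pulp macrophage list at 0.32, the T cell list at 0.57 and the mast cell list at -0.36. Of the most abundant monocyte genes, which control platelets also express, Lyz2 had 2491 ± 117 FPKM (SD, n = 3) in control platelets and 3093 FPKM in pre-AML 3, above all controls, and Fcer1g had 2437 ± 230.2 FPKM (SD, n = 3) and 1867 FPKM, below all controls. The scaling of pre-AML 3 lowers its FPKM values, so the lower Fcer1g can come from it. The rise of Lyz2 goes with RNA of monocytes or macrophages, and the high level of Fcer1g in platelets would hide a small share of such RNA. How RNA of such cells would have come into the pre-AML libraries, and most into pre-AML 3, by the purification or by a difference between the mice, was not tested.

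Gzma, outside the genes the paper discusses, had a log2 fold change of 2.80 and was higher in 3 of 3 pre-AML libraries than in all controls. Its reads in control 1 and control 3 were 0. Gzma was 1 of 4412 genes past the threshold, and 1 of the 10 splits of the libraries, the real one, gave as many genes. It was also the only one of the 10 to give as many as 401 genes at an unadjusted p under 0.05. Scaled to the recovered reads its log2 fold change was 2.87, with an adjusted p of 0.114 from limma-trend (0.00112 to 0.612 over its alternatives). The deposited scaling lowers pre-AML 3, so undoing it could not have removed the rise and this test decides little. RNA of NK cells is a candidate explanation. A second NK cell list was at 0.93, 0.60 and 1.64 in pre-AML 1, pre-AML 2 and pre-AML 3 and at 0.00 in every control, so it rose in each pre-AML library but did not reach the value of 1 set beforehand in all, with 0.60 as the lowest. Of its 19 listed genes, 0 have a control mean of at least 1 FPKM, although Ctsw had 1.13 FPKM in control 2. Its highest members in pre-AML 3, Il2rb, Ctsw and S1pr5, had 2.85, 2.52 and 1.99 FPKM. Il2rb had 0.649 FPKM in pre-AML 1 and 0.557 FPKM in pre-AML 2, against at most 0.0199 FPKM in the controls. Ctsw had 0.637 and 1.48 FPKM there, the first within the controls (0.623 to 1.13 FPKM), and S1pr5 0 and 0.0265 FPKM, so these members did not rise together in pre-AML 1. Klra8 of the same list had 0 FPKM in every control and 0.829, 0.113 and 0.691 FPKM in pre-AML 1, pre-AML 2 and pre-AML 3. Xcl1 had 0 FPKM in pre-AML 1. Ncr1 of the T and NK cell list had 0 FPKM in every control and 0.732, 0.344 and 2.06 FPKM in the pre-AML libraries. The value set beforehand was missed in pre-AML 1 and pre-AML 2, and no value here excludes either source, so RNA of NK cells and a change in platelets cannot be told apart. Tyrobp, with 1, 5 and 1 reads in the controls and 43, 44 and 2386 in the pre-AML libraries, passed the threshold without pre-AML 3, with a log2 fold change of 2.17.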

How the results depend on the processing

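The count of genes higher in pre-AML platelets was 1 in the main setting. It was 0 with library size only, with no filter, with at least 10 reads in every library, and, among settings chosen after seeing the data, with limma-voom and with a pseudocount of 0.1 and no filter. It was 2 with array weights (Gzma and Rgcc), and from 0 to 2 genes across the 6 fits that each left out one library. With at least 10 reads in every library Gzma, with 0, 5 and 0 reads in the controls, was not tested. The 0 of that setting therefore cannot decide about Gzma. The count of lower genes was 0 in every setting run. At an unadjusted p under 0.05, 28.2% of 401 genes were higher in the main setting. With library size only 253 were higher and 257 lower, or 49.6% higher, and the median of all genes moved by 0.11 on the log2 scale. The unadjusted counts were 497 and 373 with no filter and 541 and 442 with limma-voom. The cause of these changes was not tested, apart from the number of genes tested, which was 14975 with no filter and 12502 with limma-voom.

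The hypoxia NES, 1.60 in the main setting, kept its direction but not its threshold with library size only (1.39), no filter (1.30), at least 10 reads (1.41), only genes above the median expression (1.09), limma-voom (1.31), array weights (1.03), and a pseudocount of 0.1 and no filter (1.31), also without pre-AML 3 (1.11), with library size only (1.33) or with only genes at an unadjusted p under 0.05 (1.21). It ranged from 1.03, without pre-AML 3, to 1.75 across the fits that left out one library, and was reversed with the Reactome set of 10 genes (-0.92). The adjusted p was 0.191 with camera, 0.261 with an estimated correlation and 0.164 with fry. It was past the threshold in 10 of 25 alternatives of GSEA. Leaving out hemoglobin genes, which is not counted among these 25, also kept it past the threshold (NES 1.57, adjusted p = 0.0216 from fgsea).

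The NES of the inflammatory response list, -1.09, was reversed with no filter (1.62), ranking by log2 fold change (1.63), only genes at an unadjusted p under 0.05 (0.94), the Reactome set (1.34), limma-voom (1.56), and a pseudocount of 0.1 and no filter (1.68), also without pre-AML 3 (1.60), with library size only (1.45) or with genes at an unadjusted p under 0.05 (1.40). It ranged from -1.48 to 1.26, the latter without pre-AML 1. The mTORC1 signaling NES, -1.19, passed the threshold with no filter (-1.32) and with a pseudocount of 0.1 and no filter without pre-AML 3 (-1.65). It was reversed by ranking by log2 fold change (1.03) and by a pseudocount of 0.1, no filter and library size only (0.65). Leaving out one library gave -1.48 to -0.78.

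For oxidative phosphorylation (0.87) and its nuclear-encoded subunits (0.93), the NES was reversed with no filter (-1.19 and -1.50), at least 10 reads (-0.84 and -0.93), genes above the median expression (-0.78 and -0.74), limma-voom (-1.16 and -1.53), a pseudocount of 0.1 and no filter (-1.22 and -1.54), the same with genes at an unadjusted p under 0.05 (-0.70 and -0.86), and removal of length and GC trends (-1.11 and -0.99). The first was also reversed with a pseudocount of 0.1 and no filter without pre-AML 3 (-1.17), and the second when ranking by log2 fold change (-0.86). By fry both fell, with an adjusted p of 0.744. Across the fits that left out one library, they ranged from -1.30 to 1.41 and from -1.46 to 1.76. The highest values were those without control 1, past the threshold, and the lowest those without control 3. The cause of these changes was not tested.

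The number of marker lists called by camera, 2 in the main setting, was 0 with library size only, at least 10 reads, the median of ratios over tested genes and array weights, and 4 with no filter, limma-voom, and a pseudocount of 0.1 and no filter. It ranged from 1, without pre-AML 3, to 3 across the fits that left out one library. In each setting with 4, the called lists included the platelet list, which was lower. Its adjusted p from camera was 0.0126 with no filter, 0.00237 with limma-voom and 0.00617 with a pseudocount of 0.1 and no filter. In the last setting it was 0.494 without pre-AML 3 and 0.0533 with library size only. This call therefore depended on pre-AML 3 and on its scaling. With at least 10 reads in every library, 3 monocyte and 3 B cell genes were tested, in place of 11 and 6. That filter drops genes absent from controls, so its 0 cannot decide about these lists. The mean correlation of pre-AML 3 with the other libraries, 0.858, was 0.826 with no filter and 0.941 with at least 10 reads in every library.

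The replicate numbers did not pair the samples, as the correlations of deviations from the group means were -0.04, -0.12 and -0.17 for numbers 1, 2 and 3. With the replicate block, 1 gene was higher and 0 were lower, and the NES was -0.81 for oxidative phosphorylation and -0.92 for its subunits.

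Of the named genes, Gzma lost its threshold in 7 settings and Tyrobp passed it in 1. The sign of 12 genes turned in 31 combinations of gene and setting. With library size only, Trem1 was at 0.015, Fcer1g at 0.029, Cd37 at 0.056 and Ctla2a at 0.12. With array weights, Gp1ba was at 0.013, Trem1 at 0.091, Lyz2 at -0.041, Fcer1g at 0.039 and Ctla2a at 0.14. With quantile normalization, Pf4 was at 0.053, Cd37 at 0.014 and Ctla2a at 0.17. With the median of ratios over tested genes, Cd37 was at 0.013 and Ctla2a at 0.073, and with TMM scaling Ctla2a was at 0.0010. With length and GC trends removed, Itga2b was at -0.036, Ccl5 at -0.016, Ctla2a at 0.11 and Eif2s3y at 0.20. Across the fits that left out one library, Gp1ba from -0.28 to 0.0072, Gp1bb from -0.30 to 0.077, Trem1 from -0.24 to 0.11, Lyz2 from -0.048 to 0.15, Fcer1g from -0.18 to 0.035, Cd37 from -0.33 to 0.19, Ccl5 from -0.074 to 0.18, Nkg7 from -0.015 to 0.26 and Ctla2a from -0.11 to 0.17 changed sign.

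From the source data, the mitochondria area of pre-AML platelets against un-irradiated WT platelets no longer passed the threshold as a difference of mean ranks (10.5, p = 0.165, permutation test) or of medians (0.0152, p = 0.706), and against the 1-week control it did not as a difference of medians (0.0596, p = 0.157). The differences in platelet area, circularity and ATP kept their direction and side of the threshold in the alternatives run; with ATP values left out, 3 against 2 values cannot give an exact p below 0.2.

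Of the alternatives set before the data were examined, those that need counts were not run, namely the other count tool and its own normalization of counts, because the values are FPKM. Scaling by size factors is the scaling of the deposited values. The list of mitochondrial-genome genes was not analysed here. The count filter was run on recovered reads. For genes near 3 reads per library, such as Gzma in controls, the depth limits the fold change.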

Differences from the paper's values

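The spread used here for an enrichment score is the SD over the 6 fits that each left out one library, as no replicate SD exists. It was 0.0589 for hypoxia, 0.263 for inflammatory response, 0.0700 for mTORC1 signaling and 0.242 for oxidative phosphorylation, and the wide ones reflect scores that change sign. The lists are not the paper's Hallmark sets.

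For hypoxia, the paper's enrichment score is about 0.45 in Fig. 3e, read by eye, and the value here was 0.33. Of the alternatives set before the data were examined, the replicate block came within the spread (0.39), and none of the others did. For inflammatory response, the paper's score is about 0.53 in Fig. 3e, read by eye, against -0.30 here. The value was within the spread with ranking by log2 fold change (0.49), no filter (0.33), the Reactome set (0.31), without pre-AML 1 (0.30) and with only genes at an unadjusted p under 0.05 (0.27), and not with the others. For mTORC1 signaling, the paper's score is about -0.43 in Fig. 3e, read by eye, against -0.28 here, and only genes above the median expression gave a value within the spread (-0.41). For oxidative phosphorylation, the paper's score is about -0.37 in Fig. 3e, read by eye, against 0.16 here. The value was within the spread without control 3 (-0.29), with no filter (-0.21), only genes above the median expression (-0.20), at least 10 reads in every library (-0.19), the replicate block (-0.19), without pre-AML 2 (-0.17) and without control 2 (-0.17), and not with the others.

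The ranked list of Fig. 3e holds about 1600 genes, read by eye, and 4412 genes were ranked here. With only genes above the median expression 2206 genes were ranked, within 1.5 times the paper's number, and no other alternative set beforehand came as close.

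The paper gives a rise of inflammatory response genes in pre-AML platelets, while the NES here was -1.09. A rise past the threshold was found with no filter (1.62) and ranking by log2 fold change (1.63), and, in settings chosen after seeing the values, with limma-voom (1.56) and with a pseudocount of 0.1 and no filter (1.68), also without pre-AML 3 (1.60) or with library size only (1.45). The paper gives a fall of oxidative phosphorylation genes, while the NES here was 0.87. No setting gave a fall of this list past the threshold; its nuclear-encoded subunits fell past it with no filter (-1.50) and, in settings chosen after seeing the values, with limma-voom (-1.53) and with a pseudocount of 0.1 and no filter (-1.54). The paper gives a fall of mTORC1 signaling, which passed the threshold here with no filter (-1.32) and, chosen after seeing the values, with a pseudocount of 0.1 and no filter without pre-AML 3 (-1.65).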

Other observations

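The tests that leave out pre-AML 3 and the test of the GC trend were chosen, or their explanation reworded, after the result was seen.

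The hypoxia list rose with an NES of 1.60 in the main setting, and 3 of the 10 splits of the 6 libraries gave an NES as large. Removing the trends with gene length and GC content left an adjusted p of 0.0297, which argues against these trends as the whole cause. Without pre-AML 3 the adjusted p was 0.525, while it was 0.00731 without pre-AML 1 and 0.00428 without pre-AML 2. The level of pre-AML 3 is therefore a candidate explanation of the call. Whether RNA of leukocytes in pre-AML 3 raised the list was not tested. The adjusted p was also 0.396, 0.0846 and 0.118 without control 1, control 2 and control 3, so the call also depended on each control. Over the alternatives of GSEA the adjusted p was between 0.00104 and 0.744. The other lists gave an NES as large in 7 of 10 splits for inflammatory response, 6 for mTORC1 signaling, 9 for oxidative phosphorylation and 7 for its nuclear-encoded subunits. With 3 against 3 libraries the share cannot fall below 1 in 10.

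With a pseudocount of 0.1 and no filter, the inflammatory response list rose. It still rose without pre-AML 3 (adjusted p = 0.0024 from fgsea, in a range of 0.00103 to 0.754 over the alternatives), which argues against that library alone as the cause. In that fit camera with a preset correlation called the monocyte list and the T and NK cell list higher (adjusted p = 0.00907 each). It did not call the B cell list (adjusted p = 0.311). Leukocyte RNA in pre-AML 1 and pre-AML 2 therefore stays open as a source. With a pseudocount of 0.1, no filter and all libraries, the subunits of the respiratory complexes fell (NES -1.54). Without pre-AML 3 their NES was 1.01, and with the libraries scaled to the recovered reads it was 1.17. A dependence on the level or the scaling of pre-AML 3 may therefore lie behind this fall, as a hypothesis.

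The subunits of the respiratory complexes differed between libraries of one group as much as between groups. In 6 of the 10 splits of the libraries into 3 and 3 their adjusted p was under 0.05, and the real split was not among them. The largest absolute NES was 2.46. Their median length, 1675 bases, is less than that of all tested genes, 3553 bases, and a bias with length in single libraries could give such differences. After the removal of each library's trends with length and GC content, 6 splits still had an adjusted p under 0.05, with a largest absolute NES of 2.20, which argues against these trends as the whole cause.

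The relation of gene levels to GC content differed between the groups. With pre-AML 3 left out, the Spearman correlation across genes was -0.17, -0.26 and -0.16 in control 1, control 2 and control 3 and 0.16 and 0.49 in pre-AML 1 and pre-AML 2. The lower of these pre-AML values exceeded the highest control by 0.32, which argues against pre-AML 3 alone as its source. With the trends removed, genes at an unadjusted p under 0.05 numbered 85 higher and 157 lower, in place of 113 and 288. No batch is given, so a difference in amplification or library preparation and a difference between pre-AML and control platelets stay open, untested.

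Genes of the Y chromosome were found in all 6 libraries, while the paper states that female mice were used. Ddx3y had 1.31 ± 0.247 FPKM (SD, n = 3) in control and 0.700 ± 0.0758 FPKM (SD, n = 3) in pre-AML platelets, from 51 to 116 reads per library. Eif2s3y had 2.10 ± 0.541 FPKM (SD, n = 3) and 1.70 ± 0.379 FPKM (SD, n = 3). They were chosen after their values were seen.

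Hemoglobin, Pf4 and other marker genes named by the rule had adjusted p of 0.522 or more. Pf4 had a log2 fold change of -0.36 and Ppbp one of -0.39, Hba-a1 one of 0.47 and Hbb-bt one of -0.43. Hba-a1 has a near-identical copy that could have shared its reads, and its log2 fold change was between 0.29 and 0.60 over 18 alternatives. Trem1, Fcer1g, Cd37, Ctla2a and Prtn3 had log2 fold changes of -0.11, -0.10, -0.07, -0.02 and 0.47, Lyz2, Ccl5 and Nkg7 of 0.07, 0.08 and 0.12, and Padi4 and Cd79b of 1.29 and 1.86, both with most of their reads in pre-AML 3.

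The source data of the paper's charts give values for experiments other than RNA-seq, recomputed here from the paper's own measurements. Platelet area was 75.6 (SEM 1.84, n = 94) in un-irradiated WT, 73.0 (n = 72) in pre-AML and 15.6 (SEM 1.01, n = 110) in AML platelets, in units of 100000 nm^2. The number of 110 is that of the AML platelets the paper calls ghost platelets, which it sets apart from those of normal size, so this mean does not cover all AML platelets imaged. The difference between these AML platelets and WT had a p of 2e-05 (permutation test), the smallest the resamples can give, and that between pre-AML and WT a p of 0.392. The mean mitochondria area was 0.700 (n = 71) in pre-AML, 0.630 (n = 94) in WT and 0.525 (n = 12) in 1-week control platelets, with permutation p of 0.0165 against WT and 0.00164 against the control, and platelets of one mouse are not independent. As medians the areas were 0.626, 0.611 and 0.566. Circularity was 0.968 in abnormal and 0.729 in normal mitochondria (n = 26 each). ATP was 100.0 ± 26.9 (SD, n = 3) in control and 31.2 ± 11.3 (SD, n = 3) in pre-AML platelets, with an SEM of 15.5 and 6.55. The values did not overlap (exact two-sided permutation test, p = 0.1, the smallest p that 3 against 3 allow).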
